A study of Mus musculus with 48 samples. Its data were reported in "Single-cell multiomic analysis identifies macrophage subpopulations in promoting cardiac repair" (2024).

How the data were processed

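The authors sorted CD45 and F4/80 positive cells from the zones of pooled hearts and made H3K27ac CoBATCH libraries. Per their methods, they split barcodes with their own scripts, trimmed adapters with Cutadapt, aligned to mm10 with Bowtie2, removed reads of low mapping quality with Samtools and duplicates with Picard, and kept cells by their number of reads. The study then worked on single cells with MACS2 peaks, cisTopic, Seurat, Signac and Harmony. Its results also give a minimum percentage of reads in peaks for the cells kept. The deposited files used here come after alignment and filtering and hold no peak or cluster calls. Each is a list of aligned reads of 1 library, with start, end, read name, mapping quality score and strand. Whether they hold only cells that met the minimum of reads in peaks is not stated. The mapping quality score in the deposited files ran from 21 to 44. The files name no cell for a read, so shares of cells per class, clusters and values per cell could not be computed. Signal tracks of the study were not used here. The labels call the treatment of every sample myocardial infarction; MI and sham were taken from the sample titles.

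All coordinates lay within the chromosome lengths of GRCm38, and GENCODE M21 was used as annotation. The 2 mates of a pair were joined by read name, and each pair was counted once at its midpoint. All 18 libraries numbered 2, and none of the 24 others, held lines written more than once, which made up 9.67% to 32.2% of their lines; repeats were dropped. This left 18007584 pairs from 38097100 deposited reads. In the libraries numbered 2 the pairs outnumber what the distinct lines can form with 2 mates each, so some reads there were counted without a mate. In P1 MI day 7 IZ replicate 2, 54196 of 209916 deposited lines were repeats and 87603 pairs were counted. H3K27ac regions were called from all libraries together without regard to the contrasts. Each of the 24 groups was given equal weight, 500 bp windows at 4 or more times the mean of covered windows were kept, and kept windows within 1000 bp of each other were merged. This gave 27160 regions with a median length of 1500 bp over 88.9 Mb. Gene activity of the 21938 protein-coding genes was the number of pairs in regions within the gene, the 50 kb before it and the 30 kb behind it. Gene windows with a mean of at least 10 pairs per library and regions with a mean of at least 3 were tested.

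Counts were scaled with TMM factors (0.972 to 1.05) and fitted with limma 3.58.1 (voom, moderated test, two-sided) in R 4.3.3. All 42 libraries entered 1 fit with 24 group means, and the 14 pools were a random block by duplicateCorrelation. The pool correlation was 0.107 for windows and 0.0565 for regions. Adjusted p-values are Benjamini-Hochberg over all windows or regions of a contrast, with a threshold of 0.05. The contrasts were MI against sham over the 3 zones and in the IZ, the difference of these between ages, P10 against P1 in sham, and IZ against RZ in MI. Marker lists were tested with fry, adjusted over 36 tests. Values per group are CPM of read pairs, with the SD over libraries; the total is the TMM-scaled sum over all tested windows or regions of a library, and since windows overlap it can exceed the number of its pairs in regions. Pairs of libraries named in the text match an MI and a sham library of one zone and replicate number. Single-cell PCR reads without molecular identifiers are not independent molecules, so counting intervals cover counting error only. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for counting, tables and plots.

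The groups, the tests, the genes to name and most alternatives were fixed before the data were examined. Named were 35 genes chosen from the study's text where they bear on a comparison; for each contrast of MI with sham and each difference between ages, up to 3 windows per direction with the smallest adjusted p under 0.05, the same sign in all 3 zones and no overlap with one already named; and up to 2 regions per direction by the same rule. The lists were resident macrophage (Lyve1, C1qa, Mgl2, Fcrls, Cbr2), Ly6c-low monocyte (Ace, Nr4a1, Spn, Treml4), Arg1 macrophage (Arg1, Trem2, Gpnmb, Spp1, Igf1), S100a9 Ly6c monocyte (S100a9, S100a8, Lcn2, Cd177, Wfdc21), MHCII macrophage (H2-Aa, H2-Eb1, H2-Ab1, Cd74, Ciita) and non-leukocyte (Igfbp7, Col1a1, Col4a1, Pdgfra, Kdr). Spn, Treml4, Cd74, Ciita and Pdgfra are not named in the study's text and were added from general knowledge. No gene of the non-leukocyte list had enough pairs in regions, so this list was read on all pairs only. The 36 tests include those of 1 further list, whose genes and separate results are left out here.

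The fit was tested on simulated data: counts drawn from the means and depths of these libraries with a pool effect, in which 200 windows or regions were changed by known factors. Unchanged windows called in these simulations numbered 6 for MI against sham at P1 day 3, 12 at P1 day 7, 4 at P10 day 3 and 11 at P10 day 7, 12 for age in sham, and 3 to 6 for the other window contrasts simulated. Unchanged regions called numbered 4 or 5 per contrast. In simulated sets of 5 windows changed 2-fold, fry found 20 of 20, and it called 1 of 20 unchanged sets. For these sets no pool effect and no adjustment over 36 tests are recorded. Some marker lists also had only 2 or 3 tested genes. The 20 of 20 therefore does not measure what the adjusted list tests could find. The pool effect simulated for windows and regions was lowered once, so that its correlation came near that of the data. Alternatives covered the scaling, the filter, the pairs and the span counted, the handling of pools, replicate numbers and zones, the test, the choice of regions and each library in turn.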

Results

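H3K27ac, a histone mark of active enhancers and promoters, was profiled by CoBATCH, a single-cell ChIP-seq method in which a transposase bound to an antibody tags the marked DNA. The cells were macrophages and monocytes sorted for CD45 and F4/80 from mouse hearts. Surgery was done on postnatal day 1 (P1), when the heart still regenerates, or on day 10 (P10), when it no longer does. Hearts received a myocardial infarction (MI) by ligation of a coronary artery or a sham operation, and were taken 3 or 7 days later and cut into an infarct zone (IZ), a border zone (BZ) and a remote zone (RZ). These factors make 24 groups. Of the 48 labelled samples, 42 belong to these groups; the 6 others, embryonic and adult heart samples of other experiments, were not analysed here. Every group had 2 libraries except the 6 groups of P1 at day 3, which had 1 each. The 3 zones that share an age, a day, a surgery and a replicate number were treated as 1 pool of hearts, which gives 14 pools.

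The 42 libraries held 18007584 counted pairs. In the libraries with repeated lines these include some reads counted without a mate. Pairs per library ranged from 48077 to 1008924, with a median of 412015.5. The arms compared most often were unequal in depth: the 6 libraries of P10 MI at day 3 held 2519638 pairs and the 6 of P10 sham at day 3 held 3486315. Between 32.2% and 63.9% of a library's pairs fell in the 27160 H3K27ac regions called from all groups together. The mean share in regions was 47.8% ± 5.16 (SD, n = 6 libraries) in P10 MI at day 3 and 47.2% ± 4.87 (SD, n = 6) in P10 sham at day 3. Reads are pooled over the cells of a library, so each value below is a library average and shifts in the mix of cell types and shifts within a cell type enter it alike.

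**Figure D1:**
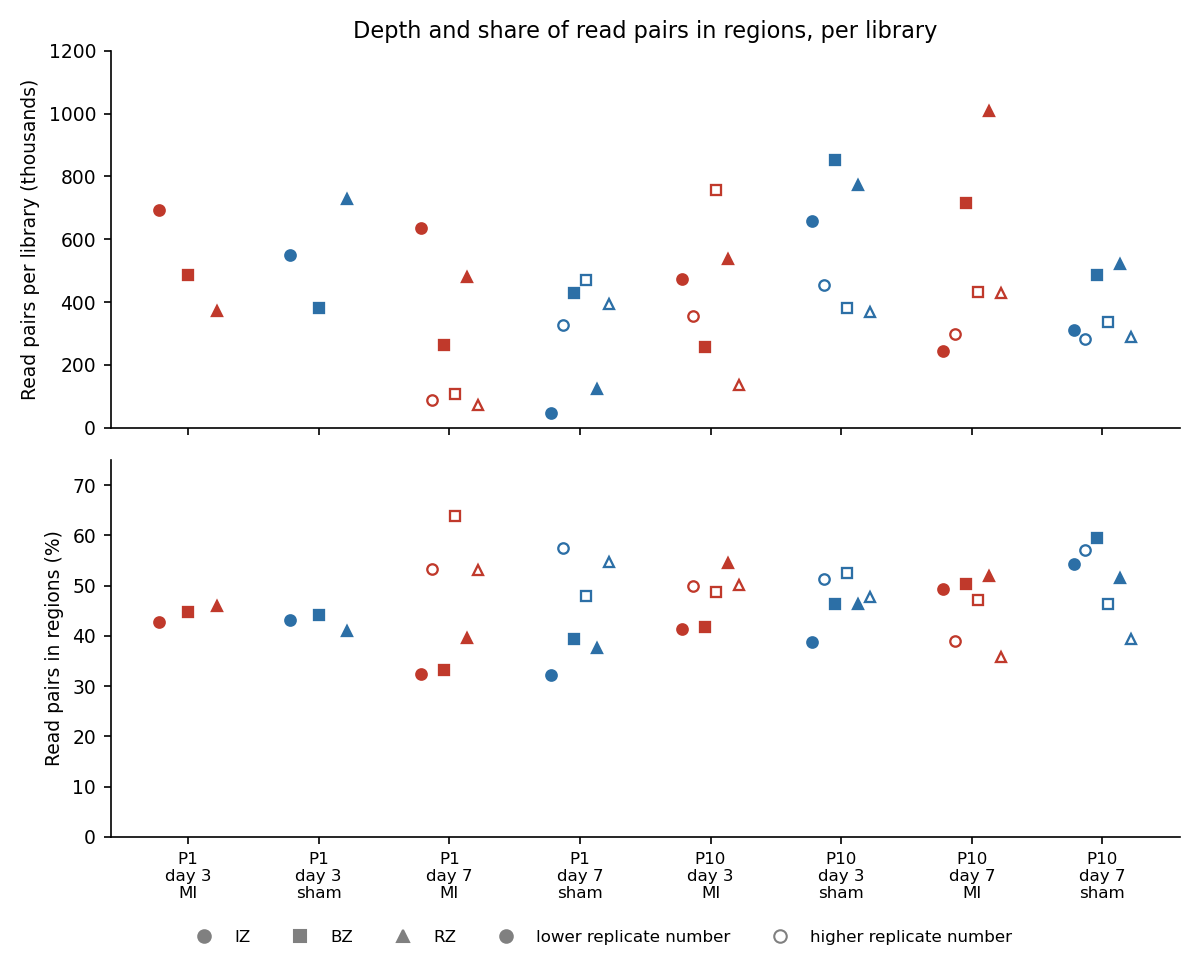
Read pairs per library (top) and the percent of them in H3K27ac regions (bottom) for the 8 combinations of age, day and surgery. Each point is 1 library, with the zone as its shape and filled points for the lower replicate number; depth runs from 48077 to 1008924 pairs.

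The share of pairs on the sex chromosomes differed between pools. Chromosome Y held between 0.000653% of pairs, in P1 MI at day 7 replicate 1, and 0.0399%, in P1 sham at day 7 replicate 1. Chromosome X held 3.18% and 1.92% in these pools. The labels give no sex.

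**Figure D2:**
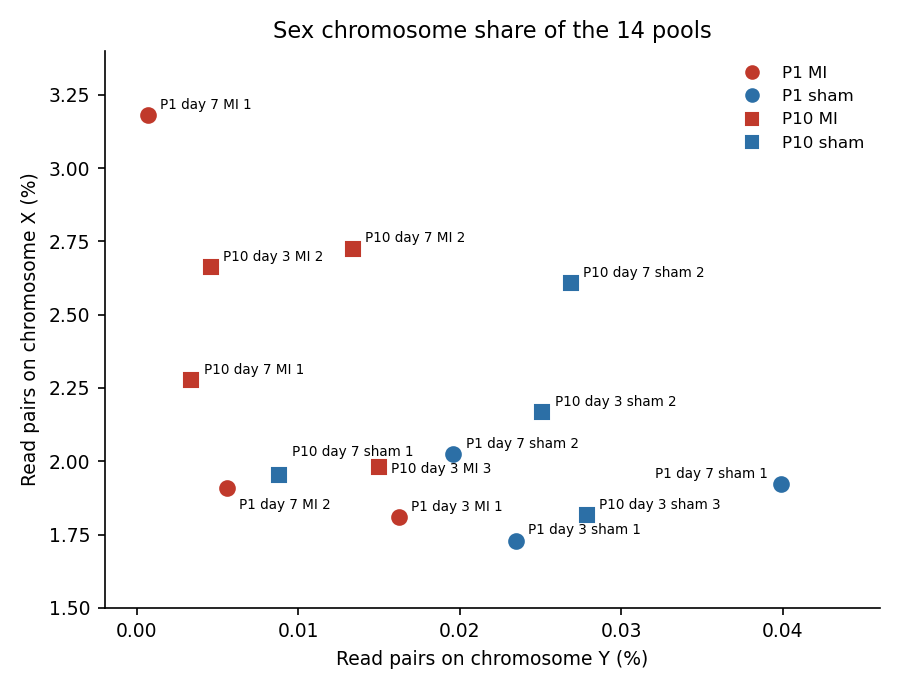
Percent of read pairs on chromosome Y (horizontal) and on chromosome X (vertical) in the 14 pools, each summed over its 3 zones. Red points are MI pools and blue points sham pools, with circles for P1 and squares for P10; the P1 MI pool of day 7 replicate 1 lies at the upper left with 0.000653% on Y and 3.18% on X.

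The first comparison asked which genes gain or lose H3K27ac after infarction at each age and day. Gene activity was counted as the read pairs in regions within a gene, the 50 kb upstream of it and the 30 kb behind it, the span that the study uses, and 10159 of 21938 protein-coding gene windows had enough pairs to be tested. The contrast was the mean over the 3 zones of MI minus sham. At P10 day 3, 103 windows passed an adjusted p of 0.05 in limma voom, 94 of them higher and 9 lower after MI. Neighbouring windows share pairs, and the 103 windows make up 59 separate stretches of the genome. The fitted difference had the same sign in all 3 zones for all but 2 of the 103, and 0 lay on X or Y. With libraries scaled to all their deposited pairs in place of the pairs counted in windows, the count was 0, and leaving out 1 library moved it between 0 and 407. In the same limma voom fit no window passed at P10 day 7, where 143 had an unadjusted p under 0.05, at P1 day 7, where 614 did, or at P1 day 3, where 47 did. At P10 day 3 that number was 1169. With no change, about 5% of windows are expected under 0.05, and the numbers given below for other contrasts are to be read against the same share. The shares were 1.41% at P10 day 7 and 0.46% at P1 day 3, well under it. The shared fit was thus cautious in these contrasts, and their counts of 0 are weak evidence of no change. P1 day 3 had 1 pool per arm, so its spread was borrowed from the other groups. At P10 the MI and sham libraries of one replicate number lay on the same flow cells, and the 2 numbers of a day on different ones. At P1 day 7 this held for number 2 but not for number 1, where the MI libraries of the BZ and RZ had most of their reads from 2 flow cells that hold no sham library of that number. With the number as a replicate block in the fit, 21 windows passed at P1 day 7 (6 higher and 15 lower after MI), 399 at P10 day 3 (312 higher and 87 lower) and 0 at P10 day 7. The P10 counts are comparisons within sequencing batches, while at P1 day 7 the block does not separate surgery from batch, and the 0 there rests on the fit without the block.

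Counts of 0 are bounded by what these libraries can show. In counts simulated from these libraries with 200 changed windows among 10159, the P10 day 3 contrast recovered 20.9% of the windows changed 1.5-fold, 70.15% of those changed 2-fold and 100% of those changed 4-fold. The shares were 7.46%, 53.7% and 96.97% at P1 day 7, and 7.46%, 50.75% and 93.9% at P1 day 3. At P10 day 7 they were 25.4%, 70.15% and 100%. Differences under 2-fold were thus mostly not detectable with these libraries. Whether the simulated counts hold as few small p-values as P10 day 7 and P1 day 3 was not examined, so recovery there may be overstated.

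Of the windows that passed at P10 day 3, those with the smallest adjusted p in each direction that do not overlap each other are given here on GRCm38 (mm10), with values as CPM (pairs counted in the window as parts of the TMM-scaled sum over all tested windows, to which a pair adds once for every window that holds it). The window of Myh9 (chromosome 15, gene at 77760587 to 77842175) held 464 ± 112 after MI and 305 ± 36 in sham (SD, n = 6 libraries each). Its log2 difference was 0.59 with a standard error of 0.106, the limma adjusted p was 0.0039, and MI was higher in 6 of 6 pairs of libraries matched for zone and number. Treml4 (chromosome 17, 48264295 to 48275360) held 100.5 ± 51 against 36.5 ± 20, a log2 difference of 1.53 with a standard error of 0.283 and a limma adjusted p of 0.0039. The Treml4 window also overlaps that of Trem2. Emilin2 (chromosome 17, 71252172 to 71311978) rose from 161 ± 66 to 282 ± 96, a log2 difference of 0.89, with MI higher in 6 of 6 pairs. Among the windows that were lower after MI, Nubp1 (chromosome 16, 10411948 to 10424428) held 20.6 ± 8.9 after MI against 53.2 ± 7.9 in sham, a log2 difference of -1.25 with a limma adjusted p of 0.018 and 0 of 6 pairs higher. Lrp6 had a log2 difference of -1.45 and Adam19 one of -0.83, each with MI higher in 1 of 6 pairs. These calls rest on few libraries. In 12 fits that each left out 1 library the call was lost in 2 for Myh9, Treml4 and Emilin2, in 3 for Nubp1 and in 5 for Lrp6 and Adam19. Without MI RZ replicate 2 the log2 difference of Emilin2 was 0.62. That of Lrp6 ran from -2.37 (without MI BZ replicate 3) to -0.76 (without MI BZ replicate 2), and that of Adam19 from -1.40 (without MI BZ replicate 3) to -0.57 (without MI IZ replicate 3).

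**Figure D3:**
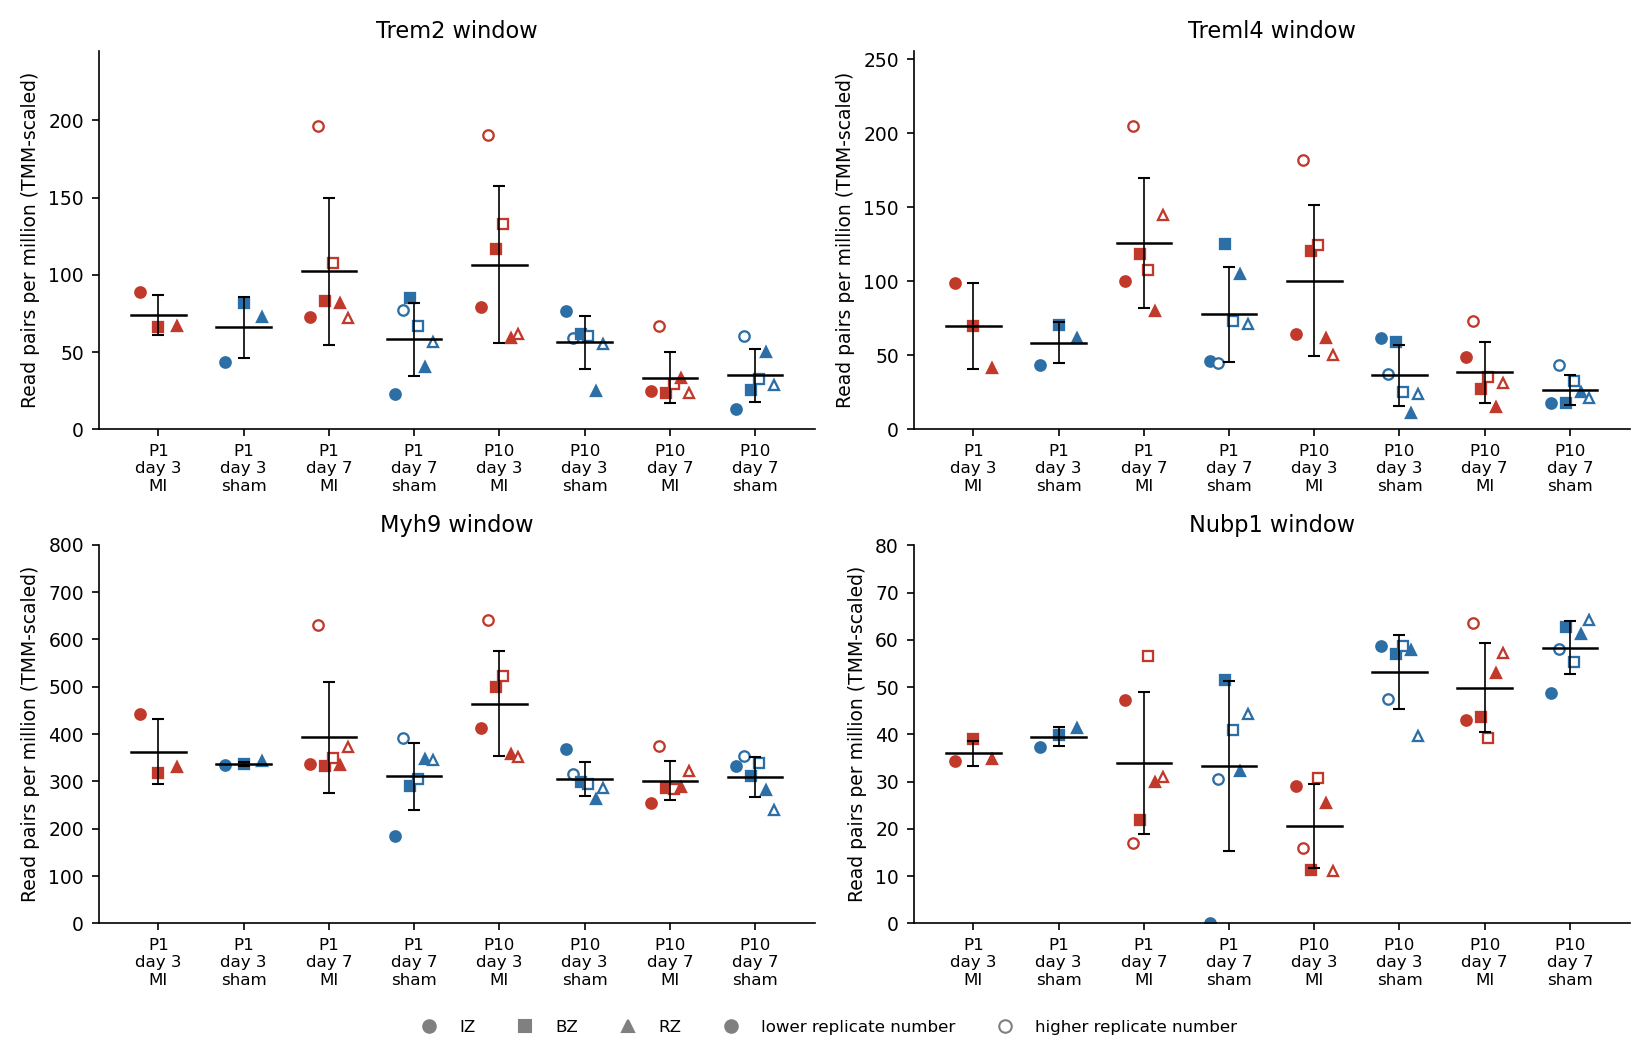
TMM-scaled CPM in the windows of Trem2, Treml4, Myh9 and Nubp1, per library, for the 8 combinations of age, day and surgery. Points are libraries with the zone as their shape, the black line is the mean and the bar is 1 SD over libraries; at P10 day 3 the MI libraries averaged 107, 100.5, 464 and 20.6 and the sham libraries 56.4, 36.5, 305 and 53.2.

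A list of 35 genes was chosen, before the data were examined, from those that the study names for its cell clusters and their fates, and was looked up in the same fit. Counting only pairs in regions left 24 of them with enough pairs to test. The 11 others, among them Spp1, S100a8, S100a9, Ly6c2 and Gpnmb, had too few pairs in the regions called here to be tested, and were tested only with all pairs in the window. At P10 day 3, 8 of the 24 were higher and 16 lower after MI. The Trem2 window (chromosome 17, gene at 48346401 to 48354147) held 107 ± 51 after MI and 56.4 ± 17 in sham (SD, n = 6 libraries each). Its log2 difference was 0.92 with a standard error of 0.243, the limma adjusted p over all windows was 0.040, and MI was higher in 6 of 6 pairs. This call was lost in 9 of 12 fits that left out 1 library. Adjusted over the list alone, 3 genes passed: Trem2 higher, and Cbr2 (-0.76) and Mgl2 (-0.89) lower. The genes come from the study's own account of these samples, so the adjustment over the list alone is not independent evidence. In the other 3 contrasts of MI with sham, 0 of the 24 passed under either adjustment. With all read pairs in a window counted, in regions or not, all 35 genes could be tested at P10 day 3; 0 passed over all windows, and 2 passed over the list alone, Trem2 at 0.91 and S100a8 at 1.51. The S100a8 and S100a9 windows overlap and share pairs, so they are not separate measurements.

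The study places the Arg1 cells induced by MI in the IZ of P1 hearts at day 3. It reports that MI induced them in P10 hearts too, where they were less abundant than in P1. It places the S100a9 cells in the IZ of P10 hearts at day 3, and reports them enriched in the BZ there too. MI was therefore compared with sham within the IZ alone, and the BZ is given at the end. No window passed in limma voom at P1 day 3, P1 day 7, P10 day 3 or P10 day 7. The numbers with an unadjusted p under 0.05 were 197, 764, 624 and 292. These contrasts set 1 library against 1 at P1 day 3 and 2 against 2 elsewhere. In simulated counts for P10 day 3 the contrast recovered 20.9% of windows changed 2-fold and 90.91% of those changed 4-fold. Leaving out 1 library, which leaves 1 in a group, changed the count in 3 of 4 fits at P10 day 3, 2 of 4 at P1 day 7 and 1 of 4 at P10 day 7. With limma-trend 178 windows passed at P1 day 7. The Arg1 window in the IZ at P1 day 3 held 29.2 after MI and 32.7 in sham (1 library each), a log2 difference of -0.17 with a standard error of 0.6001. With all pairs counted the difference was 0.37. The other genes of the Arg1 macrophage list were then higher after MI too: Trem2 (1.19), Gpnmb (0.99), Spp1 (1.66) and Igf1 (0.11). So were S100a9 (0.63) and S100a8 (1.11), all from 1 library per arm. At P10 day 3 the Arg1 window in the IZ held 28.6 ± 11 after MI and 22.2 ± 8 in sham (SD, n = 2 each), a log2 difference of 0.36 with a standard error of 0.521. Adjusted over the list alone, only Ace passed there (log2 difference -2.98, limma adjusted p 0.038 over the list and 0.434 over all windows). Its sham libraries averaged 34.9 ± 40.1, so the difference was within their spread. With all pairs in the window counted at P10 day 3, 4 genes passed over the list alone and 0 over all windows. These were Arg1 (1.19), Trem2 (0.97), S100a9 (1.79) and S100a8 (1.59), each higher in MI in 2 of 2 pairs. In the BZ alone, a contrast not listed among the tests, 6 windows passed in limma voom at P10 day 3, 5 higher and 1 lower after MI. At P1 day 7 and P10 day 7 the BZ contrast had 0 windows. At P1 day 3 it had 1 window, higher after MI, which rests on 1 library per arm. Of the regions, 0 passed in the BZ at P10 day 3.

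Whether the response to MI differed between ages was tested directly, as MI minus sham at P10 less MI minus sham at P1. No window passed in limma voom at day 3, where 304 had an unadjusted p under 0.05, or at day 7, where 270 did. The 103 windows that passed at P10 day 3 were thus not shown to respond differently at P1. Simulated differences of responses of 2-fold were recovered for 14.93% of windows at day 3 and 25.4% at day 7, and those of 4-fold for 84.85% and 92.4%. Among the genes for which the study describes an age difference, the day 3 log2 differences of responses were -0.10 for Arg1 (standard error 0.578), -0.55 for Igf1 (0.515), 0.04 for Pdgfb (0.341), 0.46 for Cxcl2 (0.421), 0.09 for Cxcl3 (0.528) and -0.80 for Il18r1 (0.656). The study describes these age differences within single clusters of cells after MI, so the responses of whole libraries given here are another quantity. Of the 24 listed genes tested, 0 passed at day 3 or day 7, adjusted over all windows or over the list alone. With all pairs in the window counted, the day 3 differences were 0.55 for Arg1 (standard error 0.419), of the other sign than in regions, 1.46 for S100a9 (0.811) and 1.44 for S100a8 (0.811), -0.28 for Igf1, 0.03 for Pdgfb, 0.48 for Cxcl2, 0.49 for Cxcl3 and -0.45 for Il18r1. Of the 35 genes then tested 0 passed at either day.

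The age baseline was read from the sham libraries, 12 of P10 and 9 of P1, averaged over zones and days. Between these, 366 windows passed, 156 higher in P10 and 210 lower, in 204 separate stretches, with 1 window on X. Scaled to all deposited pairs, 3 windows passed, and with each library left out in turn the count ran from 169 to 446. Among the 24 listed genes, 7 passed over all windows and 10 over the list alone. C1qa (chromosome 4, 136895917 to 136898803) held 187 ± 53 in P10 sham and 89.4 ± 36 in P1 sham (SD, n = 12 and n = 9 libraries). Its log2 difference was 0.86 with a standard error of 0.182 and a limma adjusted p of 0.0030. Mgl2 held 86.6 ± 20 and 42.7 ± 20, a log2 difference of 0.93, and Lyve1 127 ± 22 and 78.3 ± 22, a log2 difference of 0.65. Cbr2 (0.70), Dab2 (0.62) and Cxcl3 (1.00) were also higher in P10. Ace was lower, at 17.1 ± 19 in P10 and 47.5 ± 22 in P1, a log2 difference of -1.61 with a limma adjusted p of 0.015. Without P1 sham day 7 IZ replicate 2 the calls of C1qa, Dab2, Lyve1 and Mgl2 were lost, with log2 differences of 0.76, 0.56, 0.49 and 0.79. Lyve1 lost its call in 2 of 18 fits that left out 1 library, Cxcl3 in 1, without P1 sham day 7 RZ replicate 1 (0.84), and Ace in 0. Cbr2 lost its call in 6 of 18 fits that left out 1 library, with a log2 difference as low as 0.52 without P1 sham day 7 RZ replicate 2. With all pairs in the window counted, 3 of the 35 listed genes passed over all windows (Lyve1, C1qa and Mgl2) and 10 over the list alone. Of the regions, 245 passed between ages, 92 higher in P10 and 153 lower. The ages were for the most part sequenced on different flow cells. Of 281 windows with an unadjusted p under 0.01 between ages in the other pools, 95.7% went the same way between the P1 and P10 sham pools that lie on linked flow cells. Those other pools hold only 1 P1 sham pool, of day 7.

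**Figure D4:**
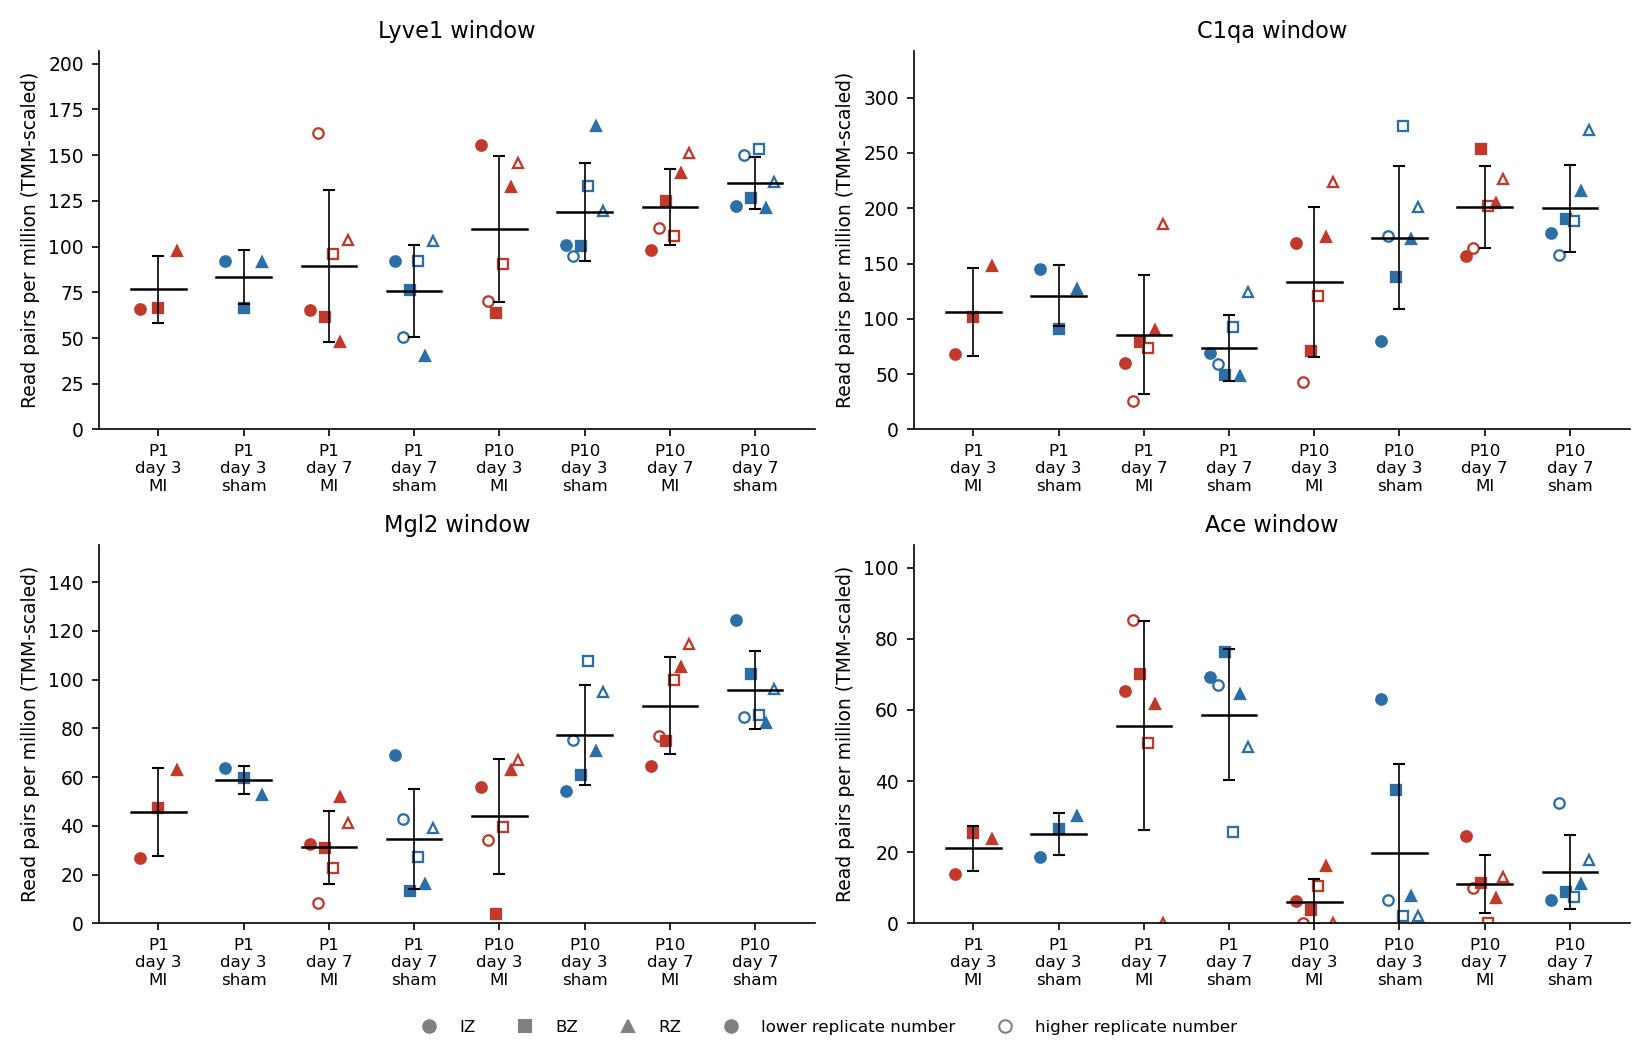
TMM-scaled CPM in the windows of Lyve1, C1qa, Mgl2 and Ace, per library, for the 8 combinations of age, day and surgery. Points are libraries with the zone as their shape, the black line is the mean and the bar is 1 SD over libraries; over both days the P10 sham libraries averaged 127, 187, 86.6 and 17.1 and the P1 sham libraries 78.3, 89.4, 42.7 and 47.5.

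Within MI hearts the infarct zone was compared with the remote zone. In limma voom 0 windows passed at P1 day 3, P1 day 7, P10 day 3 and P10 day 7, with 310, 651, 824 and 650 at an unadjusted p under 0.05. Leaving out 1 library, which leaves 1 in a zone, changed the count in 2 of 4 fits at P1 day 7, 3 of 4 at P10 day 3 and 2 of 4 at P10 day 7. Adjusted over the list alone, 6 of the 24 listed genes passed at P10 day 3, and 0 passed in the other 3 contrasts. Trem2 (log2 difference 0.98), Lcn2 (0.90) and Wfdc21 (1.15) were higher in the IZ, and Dab2 (-0.88), Cbr2 (-1.28) and C1qa (-1.05) were lower. With all pairs in the window counted, 3 of 35 passed over the list alone at P10 day 3: Dab2 (-0.93), Cbr2 (-1.22) and Cxcr2 (1.63); Trem2, Lcn2, Wfdc21 and C1qa then did not. Of the regions, for which this contrast was not planned, 2 passed at P10 day 3, 1 higher and 1 lower in the IZ, and 0 in the other 3 contrasts. These contrasts rest on 2 libraries per zone, and on 1 per zone at P1 day 3.

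Regions, unlike gene windows, do not overlap, and 12490 of the 27160 had enough pairs to be tested for MI against sham. At P10 day 3, 34 regions passed in limma voom, 33 higher and 1 lower after MI. No region passed at P1 day 3, P1 day 7 or P10 day 7, where 158, 596 and 377 had an unadjusted p under 0.05; at P10 day 3 that number was 1259. In simulated counts the regions changed 2-fold were recovered for 2.985% at P1 day 3, 7.46% at P1 day 7, 26.87% at P10 day 3 and 20.9% at P10 day 7, and those changed 4-fold for 50%, 60.6%, 84.85% and 80.3%. The counts of 0 for regions thus say little about changes of 2-fold. With no filter on low counts the P10 day 3 count was 0. With the number as a replicate block it was 110, and 0 in the other 3 contrasts. The region with the smallest adjusted p spans 28509501 to 28528500 on chromosome 17 and holds the start of Fkbp5, with exons and UTR of that gene, and the starts of the long noncoding genes Gm20109 and E230001N04Rik, the microRNA gene Gm25195 and the pseudogene AC154912.4. It held 322 ± 71 CPM (of the scaled sum over tested regions) after MI and 157 ± 32 in sham (SD, n = 6 libraries each). Its log2 difference was 1.12 with a standard error of 0.219, the limma adjusted p was 0.0068, and MI was higher in 6 of 6 pairs. The region at 71250501 to 71269000 on chromosome 17 covers exons and UTR of Emilin2 and lies within the long noncoding gene Gm26561. It had a log2 difference of 1.26 with a limma adjusted p of 0.0068, and MI was higher in 5 of 6 pairs. The 1 region that fell, at 181015501 to 181018000 on chromosome 1, covers an exon and UTR of Ephx1. It had 5 pairs in all MI libraries together and 50 in all sham libraries, a log2 difference of -2.36 with a limma adjusted p of 0.027, and MI was lower in 6 of 6 pairs. In 12 fits that each left out 1 library the call was lost in 3 for the Fkbp5 region, in 4 for the Emilin2 region and in 5 for the Ephx1 region. Without MI RZ replicate 2 their log2 differences were 0.91, 0.77 and -1.79.

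Marker lists of 6 leukocyte classes, fixed before the data were examined and written only in part from genes that the study names, were tested with fry for the 4 contrasts of MI with sham and the 2 differences between ages. Of these 36 tests 0 passed, and the smallest adjusted p was 0.63. It belonged to the resident macrophage list at P10 day 3 (median log2 difference -0.36, 5 of 5 genes lower), the MHCII macrophage list at P10 day 3 (-0.35, 5 of 5 lower) and the S100a9 Ly6c monocyte list at P10 day 7 (0.45, 2 of 2 tested genes higher). At P10 day 3 the S100a9 Ly6c monocyte list had a median of 0.36, with 2 of 2 tested genes higher (adjusted p 0.848 by fry of limma). With all pairs in the window counted, its 5 genes had a median of 0.685 (adjusted p 0.428 by fry of limma). The Arg1 macrophage list at P10 day 3 had a median of -0.07 over its 3 tested genes, with a mean of 0.22 and a test direction upward, since Trem2 rose while the others did not. With all pairs in the window counted, its 5 genes had a median of 0.84 and the list passed, at an adjusted p of 0.0492 by fry of limma. The MHCII genes share pairs between neighbouring windows, and Treml4 of the Ly6c-low monocyte list shares pairs with Trem2 of the Arg1 macrophage list. At P10 day 3 the Ly6c-low monocyte list had a median log2 difference of 0.00, with 2 of 4 genes higher (adjusted p 0.948 by fry of limma). Applied to the age contrast in sham, a test added after the window counts were seen, fry gave an adjusted p of 0.0013 for the resident macrophage list, which was higher in P10 (median log2 difference 0.75), and for the Ly6c-low monocyte list, which was lower (-0.72). With all pairs in the window counted, their adjusted p was 0.0069 and 0.0072. The Arg1 macrophage, MHCII macrophage and S100a9 Ly6c monocyte lists did not pass.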

Values the study reported

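The study reports 2,594 cells from MI hearts and 2,632 from sham hearts after filtering, with an average of 7,290 unique reads per cell. Whether this average counts both mates of a pair or repeated lines is not stated there. It merged 54,045 H3K27ac peaks from 24 aggregated samples and divided the cells into 9 subclusters.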

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

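The tests of this part were chosen after the result was seen. In P10 MI at day 3, RZ replicate 3 had 0.0363% of its pairs on chromosome Y, far from the 5 other libraries of this arm, whose highest share was 0.0124%; rounded, the values are 0.036 and 0.012. A sample at one end of its group was looked for in 45 groups of values, 1 was found, and chance alone gives about 2.25. The library had 50 pairs on Y among 137589. Counting error at its low depth is argued against, since the lower bound of its 95% Wilson interval is 0.0276%, above the next library. An exchange of labels with the sham RZ library of the same number is argued against too: that sham library had 0.0255% on Y, close to the other zones of its own pool (0.0251% at the lowest) and above the MI pool (0.0124% at the highest). The pairs were concentrated in 1 gene. Uty, a Y gene, held 24 of the 50, more than the 18 at most in any other library, although the 50 pairs lay at 50 different positions and were not copies of a few molecules. Without Uty the share was 0.0189% against 0.0119% in the next library, and the gap as a share of the range was 0.454, no longer large enough to stand apart. A few cells with dense tagging of this gene may thus explain most of the excess. The labels give no sex, and no biological explanation was tested.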

How the results depend on the processing

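The covariates, the GC correction, its combination with the block and the thinning were chosen after seeing the data; the other alternatives were fixed before. Over 24 comparisons, 295 alternative values were computed besides those that leave out a library. Of these, 255 stayed on the same side of the threshold or, for counts, within 1.5 times, and 40 did not. In 8 contrasts the count was 0 under every one of these alternatives. The cause of the changes was not tested unless stated.

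The 103 windows of P10 MI against sham at day 3 fell to 0 when scaled by all deposited pairs, when all pairs in the window were counted, when only promoters were counted, when zones of one replicate were summed into 1 library (which leaves fewer samples), and with limma-trend. They fell to 62 with upper-quartile factors and rose to 240 with libraries taken as independent, 194 with quality weights, 232 with the GC correction and 190 after thinning. Counting all pairs kept the direction of 103 of the 103 windows while calling 0 of them, and their median size was 79.6% of that in regions. Scaling by all deposited pairs takes in the pairs outside regions, whose share differs between libraries; it moved the median log2 difference of all windows by 0.016 here, by 0.097 between ages in sham, and by as much as -0.397 in the IZ at P1 day 7. The 366 windows between ages in sham fell to 3 under that scaling, 90 with all pairs, 5 at promoters, 128 with zones summed and 33 with limma-trend, and rose to 652 with independent libraries. Of the 34 regions at P10 day 3, counts became 0 under that scaling, 0 with no filter on low counts, 12 with the stricter regions and 11 with 5 kb bins, which are other features, and 85 with independent libraries.

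Contrasts without calls gained few under most of these alternatives. P1 day 7 had 4 windows with independent libraries and 4 with the GC correction; its IZ contrast had 178 with limma-trend and its IZ against RZ contrast 4 when scaled by all deposited pairs. At P10 day 7 the IZ contrast had 2 at promoters and 3 with each deposited read counted, and IZ against RZ had 2 at promoters and 5 with quality weights. The marker lists gave 1 call of 42 with all pairs (Arg1 macrophage at P10 day 3, adjusted p 0.0492) and 1 of 36 with camera (resident macrophage at P10 day 3, 0.0335). The camera call does not hold under fry, which estimates the correlation from the data, and the main values were 0.948 and 0.63. Over the alternatives the adjusted p ran to 0.972 for both.

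The replicate number does not mark a shared animal in the labels. Between MI and sham libraries of one zone and number the correlation ran from -0.20 to 0.19 over 9 comparisons and was over 0.1 in 4. Between zones of one surgery, joined here as pools, it ran from -0.12 to 0.25 over 18 and was over 0.1 in 7. These values do not set number and pool apart. Since the labels name no shared animal, the numbers were not taken as a pairing of animals. The numbers do share flow cells, in whole at P10 and in part at P1 day 7. With the replicate number as a block the counts were 399 at P10 day 3, 1175 between ages in sham, 21 at P1 day 7 and 110 for regions at P10 day 3; block and GC correction together gave 391, 971 and 28 for the window counts. The block called 103 of the 103 and 366 of the 366 windows. Of the marker lists it called 0. At P10 day 3 the adjusted p by fry was 0.420 for Arg1 macrophage and 0.229 for resident and for MHCII macrophage. For S100a9 Ly6c monocyte it was 0.42 at P10 day 3 and 0.308 at P10 day 7. The block changed no other call.

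Leaving out 1 library moved the P10 day 3 windows between 0 (without sham RZ replicate 2) and 407 (without MI IZ replicate 2). The count was 6 without MI IZ replicate 3, 66 without MI BZ replicate 2, 3 without MI RZ replicate 2 and 30 without sham IZ replicate 3. The P10 day 3 regions ran from 0 (without MI RZ replicate 2, sham IZ replicate 3 or sham RZ replicate 2) to 194 (without MI IZ replicate 2), with 4 without MI IZ replicate 3, 8 without MI BZ replicate 2, 57 without MI BZ replicate 3 and 12 without sham BZ replicate 3. The IZ contrast of P10 day 3 ran from 0 to 125 (without MI IZ replicate 2; 3 without MI IZ replicate 3 and 2 without sham IZ replicate 3), and IZ against RZ from 0 to 246 (without IZ replicate 2; 2 without IZ replicate 3 and 11 without RZ replicate 2). At P1 day 7 the range was 0 to 20 (without MI BZ replicate 1; 8 without MI IZ replicate 1 and 3 without MI RZ replicate 1). Its IZ contrast ran from 0 to 136 (without MI IZ replicate 1; 76 without sham IZ replicate 2) and its IZ against RZ contrast from 0 to 329 (without RZ replicate 1; 138 without IZ replicate 1). At P10 day 7 the IZ contrast ran from 0 to 3 (without MI IZ replicate 1) and IZ against RZ from 0 to 12 (without IZ replicate 1; 2 without RZ replicate 1). The difference between ages at day 7 ran from 0 to 6 (without P1 MI IZ or BZ replicate 1). The sham age count ran from 169 (without P1 day 7 IZ replicate 2) to 446 (without P10 day 3 IZ replicate 2), with 216 without P10 day 3 IZ replicate 3, 191 without P10 day 3 RZ replicate 2 and 239 without P10 day 7 IZ replicate 1. Where this leaves 1 library in a group, it is assumed to vary like the other groups. The counts of 0 for windows at P10 day 7, for the difference between ages at day 3 and for regions at P1 day 7 and P10 day 7 stayed at 0 throughout.

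The list count ran from 0 to 1 (without MI IZ replicate 2 of P10 day 3). Over the leave-outs at P10 day 3 the adjusted p by fry ran from 0.556 to 0.963 for Arg1 macrophage and from 0.0566 to 0.952 for resident macrophage. For MHCII macrophage it ran from 0.228 to 0.952 there. For S100a9 Ly6c monocyte at P10 day 7 it ran from 0.629 to 0.880. For windows and regions no P1 day 3 library was left out, since each zone has 1 library per arm there. The list count was taken with each of the 42 libraries left out in turn. For the 17 named windows and regions, 0 of 254 alternative values changed direction. Scaling by all deposited pairs cost 17 of 17 their call, limma-trend 14 of 14, all pairs in the window 11 of 14, summed zones 11 of 14 and promoters 4 of 4. Not run were alternatives on shares of cells, for want of cell names in the reads, and edgeR and DESeq2, which were planned only for deposited files with a column of counts and were left out for the counts made here. Of the 35 listed genes, 11 had too few pairs in the regions called here (Spp1, Cd177 and Il4 had 0), while all 35 could be tested with all pairs; the choice of regions removed them, not depth alone. The depth and the number of these libraries together limit the size of change that the tests can find. The simulated counts show this limit but did not vary depth alone.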

Other observations

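Chosen after the result was seen were the tests of sequencing batch, of reads from non-leukocyte cells, of the repeated lines, of the sex chromosome shares and of exchanged labels. So were the counts of splits for contrasts without calls and the splits of whole pools at P10 day 3. The covariates, the GC correction and the thinning were also chosen after seeing the data, as stated above. The other tests of this part were written before. The test of sequencing batch between ages was first set on windows with an adjusted p under 0.05 in the other pools, of which there were 6, and was then moved to an unadjusted p under 0.01.

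For the 103 windows of P10 MI against sham at day 3, 3 of 100 zone-balanced splits of the 12 libraries gave as many calls, the real one included, with 213 as the highest of the others. For the 34 regions 3 of 100 did, with 79 as the highest other. Chance is thus argued against only if single libraries are exchangeable, and not by a wide margin. The libraries of a pool are not independent, and the 4 pools allow 3 splits of whole pools, which cannot give a share under 0.05; of these 1, the real one, gave as many calls, and the highest other gave 0 for windows and for regions. With zones of a pool summed 0 windows passed. In both cases the 2 other splits of libraries that gave more calls exchange the IZ libraries numbered 2 of MI and sham, 1 of them together with the RZ libraries numbered 3. The number of calls did not follow the technical measures tested. With the chromosome Y share as a covariate the called windows kept 95.4% of their median size. With the share of pairs in regions as a covariate 107 windows passed, with the GC correction 232, and after thinning to the smaller of MI and sham 190. The MI and sham libraries of one number lie on the same flow cells at P10 day 3, and with the number as a block 399 windows passed, which argues against sequencing batch. Reads from non-leukocyte cells would bring the abundant signal of those cells; of the 5 windows of such genes, the highest log2 difference was 0.319 and the lowest -0.198, while the called windows that rose had a median of 0.738. Each of these technical measures alone is argued against, while chance at the level of pools stays open. A shift in the mix of leukocyte classes and a change within a class stay open and cannot be separated without cell names, and that infarction itself changed H3K27ac at these windows is a hypothesis found and tested on the same data.

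The library of P10 MI day 3 IZ replicate 2 may be closer to the sham libraries than the others of its arm. In windows chosen in the BZ and RZ libraries alone (302 higher and 109 lower after MI at an unadjusted p under 0.01), the mean log2 of the first less the second was 2.82 in MI IZ replicate 3, 1.33 in MI IZ replicate 2, 1.45 in sham IZ replicate 2 and 1.01 in sham IZ replicate 3. A label exchanged with a P10 sham library of day 3 is a candidate explanation, and the share of chromosome Y argues against it. The library had 0.00442% of its pairs on Y, between the 0.00349% and 0.00520% of the other zones of its own pool, while every P10 sham library of day 3 had at least 0.0227%. The Y share cannot tell the zones of one pool apart, so an exchange of zone labels within the pool stays open. How the zones were cut and how large the infarct was in these hearts stay open and were not tested.

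For the 366 windows between ages in sham, 1 of 100 splits of the libraries gave as many calls, the real one, and the highest other gave 191. Exchanging whole pools within a day allows 18 splits, of which 1, the real one, gave as many, with 307 as the highest other; 18 splits cannot give a share under 0.05. With the chromosome Y share as a covariate the windows kept 98.1% of their median size; 277 of the 366 stayed past the threshold with it. With the share in regions as a covariate 268 passed, 250 of them among the 366, and 493 passed with the GC correction. Most P1 and P10 pools were sequenced apart, but the P1 sham pools numbered 1 and the P10 sham pool of day 7 numbered 1 lie on linked flow cells: the P1 pool of day 3 on the same 4 as the P10 pool, and the P1 pool of day 7 by 1 of its 6 only. Of 281 windows with an unadjusted p under 0.01 between ages in the other pools, 95.7% went the same way between these pools, against 62.7% of all windows. The 281 windows were chosen with only 1 P1 sham pool, of day 7, set against P10 sham pools of days 3 and 7. That choice mixes age with day, takes in windows that pass by chance, and counts overlapping windows separately. Within these limits, sequencing batch alone is argued against for these windows. Age, and any handling that went with age, stay open. The resident macrophage and Ly6c-low lists moved apart in the age contrast in sham. A different mix of classes in P10 and P1 sham hearts would give this, which the deposited reads cannot test without cell names. The study compared single cells of both ages. It reports a Cbr2-high Lyve1-high resident cluster as enriched in P10 hearts and Ly6c-low monocytes as enriched in P1 hearts. Its discussion describes that resident cluster as found only in P10 at steady state.

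For the contrasts without calls every split meets a count of 0. For windows these are 100 of 100 splits for P1 day 7 (highest other 21), P10 day 7 (12), the difference between ages at day 3 (44) and at day 7 (418), and for regions 100 of 100 for P1 day 7 (5) and P10 day 7 (4). P1 day 3 allows 4 splits, of which 4 met the count (highest other 1 for windows and 0 for regions), too few to tell. That other splits gave up to 418 calls for the difference between ages at day 7 shows how far a count from so few pools can move.

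MI pools had less of chromosome Y than the sham pools of the same age, day and number in 7 of 7 cases. The mean share was 0.00838% ± 0.0063 in MI and 0.0245% ± 0.0093 in sham (SD, n = 7 pools each; two-sided exact sign-flip permutation p 0.016, the smallest that 7 pairs can give, and 0.047 adjusted over 3 measures). Chromosome X had a mean share of 2.36% in MI and 2.03% in sham and was higher in 6 of 7 (exact permutation p 0.047). Xist, which is active on the inactive X of females, had 20.75 CPM of all read pairs in MI and 9.73 in sham, a mean difference of 11.02, and was higher in 6 of 7 (exact permutation p 0.031, adjusted 0.047). These are the values that pools with more female hearts after MI would give. Across the 14 pools, Spearman's rho of the X and Y shares was -0.468 (permutation p 0.096) and Pearson's r -0.452 (permutation p 0.094; both 0.096 adjusted), and r was -0.214 without the 2 pools farthest from the median of Y, so this relation alone does not decide. A candidate explanation is that the sexes were not balanced between MI and sham, for instance by survival; the labels do not give the sex of the hearts. The covariate above bears on the calls of P10 day 3, and 75 of the 103 windows stayed past the threshold with it.

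The repeated lines of the libraries numbered 2 fill whole lanes. In 24 combinations of library and lane with repeats, from 3 sequencing lanes, every line was written a second time, 100% of these combinations, which is what lanes merged more than once would give. These libraries also held 3.65% to 9.0% of pairs at the position of another pair, against at most 0.378% in the 24 other libraries. Of such pairs 96.9% lay in different lanes, where the lane sizes alone give 76.9%, as would follow if duplicates were removed within lanes only. Pairs at one position from different cells cannot be told from duplicates without cell names, and they were kept.

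The regions called here number 27160 from 24 groups. This is fewer than the study's merged peaks, which were called with another tool.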
